# Metabolic and Transcriptional Adaptations Improve Physical Performance of Zebrafish

**DOI:** 10.3390/antiox10101581

**Published:** 2021-10-07

**Authors:** Franziska J. Heinkele, Bowen Lou, Vanessa Erben, Katrin Bennewitz, Gernot Poschet, Carsten Sticht, Jens Kroll

**Keywords:** danio rerio, diabetes, physical activity, blood glucose, metabolomics, transcriptional profile

## Abstract

Obesity is a worldwide public health problem with increasing prevalence and affects 80% of diabetes mellitus type 2 cases. Zebrafish (*Danio rerio*) is an established model organism for studying obesity and diabetes including diabetic microvascular complications. We aimed to determine whether physical activity is an appropriate tool to examine training effects in zebrafish and to analyse metabolic and transcriptional processes in trained zebrafish. A 2- and 8-week experimental training phase protocol with adult zebrafish in a swim tunnel system was established. We examined zebrafish basic characteristics before and after training such as body weight, body length and maximum speed and considered overfeeding as an additional parameter in the 8-weeks training protocol. Ultimately, the effects of training and overfeeding on blood glucose, muscle core metabolism and liver gene expression using RNA-Seq were investigated. Zebrafish maximum speed was correlated with body length and was significantly increased after 2 weeks of training. Maximum swim speed further increased after 8 weeks of training in both the normal-fed and the overfed groups, but training was found not to be sufficient in preventing weight gain in overfed fish. Metabolome and transcriptome profiling in trained fish exhibited increased blood glucose levels in the short-term and upregulated energy supply pathways as well as response to oxidative stress in the long-term. In conclusion, swim training is a valuable tool to study the effects of physical activity in zebrafish, which is accompanied by metabolic and transcriptional adaptations.

## 1. Introduction

Obesity is a worldwide public health problem with increasing prevalence since 1980 [1], affecting 23.6% of adults in Germany in 2015 [2]. It can result from an over-caloric diet [3] and a lack of physical activity [4] and is associated with severe health problems, such as cardiovascular diseases, non-alcoholic fatty liver disease and diabetes [5,6]. Obesity even affects 80% of diabetes mellitus type 2 patients [7]. Those comorbidities underline the importance to reduce the high obesity prevalence. Body weight is strongly associated with physical activity in humans [8] and acting against obesity is less effective in producing weight loss than in preventing weight gain [9]. Physical exercise is generally considered as a beneficial factor in preventing and improving metabolic diseases [10] and metabolic alterations are also associated with aging, as well as cardiovascular and cognitive impairments [11]. The risk for cardiovascular complications, the leading cause of death globally [12], has been observed to decrease in regularly exercising humans [13]. In addition, physical activity was linked to diminished cognitive decline and a lower prevalence of dementia [14], indicating that physical activity can delay aging via several pathways.

Moreover, physical exercise has been associated with an imbalance of the oxidation-reduction (redox) system in favor of oxidants [15]. Oxidative stress causes oxidative damage of proteins, lipids and nucleic acids and is involved in the pathogenesis of various diseases such as metabolic syndrome, indicating that maintenance of redox balance is crucial for health. [16]. However, exercise-induced production of free radicals and reactive oxygen species (ROS) can also have beneficial effects on cellular signaling and immune reactions [15].

Animal models enable researchers to investigate the effects of physical activity on the metabolism and transcriptome. Zebrafish (*Danio rerio*) is an established model organism for studying obesity and diabetes including diabetic microvascular complications [17,18]. Although zebrafish has intensively been studied recently in different metabolic diseases, it is not established as a model to perform exercise training with. Physical activity can be mimicked with zebrafish trained in a swim tunnel system. The swim tunnel is based on a propeller, which generates a water flow in a swim tube, forcing the zebrafish to swim against the current. However, the effects of physical performance on physiological parameters and the zebrafish metabolism and transcriptome have rarely been studied so far [19,20,21,22,23].

We aimed to determine whether the swim tunnel system is an appropriate tool to achieve training effects within a reasonable period of time and whether training can prevent weight gain in overfed zebrafish. Subsequently, we analysed how the metabolome and transcriptome responded adapted to the training procedure. Our data show that swim training enhanced the physical performance of zebrafish, and that metabolic and transcriptomic adaptations underlie the physical improvements.

## 2. Materials and Methods

### 2.1. Fish Maintenance

Zebrafish of the ABTL strain were reared and maintained at 28 °C and kept under 13 h light/11 h dark cycle in groups of 6 fish per tank. Zebrafish with an age of 6 months and older were considered as adults.

### 2.2. Swim Tunnel

The exercise experiments were performed in a 170 mL (230 V/50 Hz; model: SW10000) swim tunnel system of Loligo^®^ Systems (Viborg, Denmark). According to Wakamatsu et al., who performed a study with the same swim tunnel, water velocity is linear to the voltage applied with velocity being around 30 cm/sec at 2.5 V and increasing by approximately 13 cm/sec per Volt [24]. Therefore, speed can be estimated from the applied voltage [21]; however, the study mainly focused on the relative improvement of zebrafish swim performance rather than on the absolute speed.

### 2.3. Experiment Setup

The phase 1 experiment (Figure 1A) was performed over a period of 2 weeks (5 sets of trainings in total + 1 additional training directly before sacrifice) and consisted of a non-trained control group and a trained group, each comprising 12 fish. The phase 2 experiment (Figure 1A), in which the training period was extended to 8 weeks (20 sets of trainings in total), was performed with a normal-fed non-trained group (NF-control), a normal-fed trained group (NF-training), an overfed non-trained group (OF-control) and an overfed trained group (OF-training) including 6 fish each. All experiments applied adult ABTL zebrafish and equal numbers of females and males in each group to avoid different group conditions. Fish of all training groups were trained every other day from Monday to Friday indicating alternating twice or thrice per week in phase 1 and phase 2.

Upon completion of the 2-week or 8-week training phase, respectively, zebrafish were fasted overnight and sacrificed the next morning. Fish sacrifice served for blood glucose measurement, collection of muscles for determination of glycogen content and metabolomics data and collection of livers for RNA-sequencing (RNA-Seq) data acquisition.

### 2.4. Feeding

In the phase 1 experiment, fish were fed with 1 mL of living shrimps per fish in the morning and 1 spoon of SDS 400 (Special Diets Service, Essex, UK) per tank in the afternoon. In the phase 2 experiment, the normal-fed (NF) groups received 0.75 mL of living shrimps per fish in the morning and 2 spoons of SDS 400 per tank in the afternoon. The overfed (OF) groups were fed with 9 mL of living shrimps per fish spread over the morning (3 times 3 mL) and 2 spoons of SDS 400 per tank in the afternoon. For training groups, a digestive break of minimum 2 h was considered between feeding and training.

### 2.5. Determination of Basic Characters

Measurement of the basic characters included measurement of body length, body weight, caudal fin length, and the maximum speed of each fish. For the phase 1 experiment, parameters were recorded before and after the 2-week training phase. In the phase 2 experiment basic measurements were performed at the beginning and after 4 weeks and 8 weeks of training. To ensure equal initial strength of all groups, group building was carried out after the collection of initial basic characters with no statistically significant differences between groups. For the measurement of body length, body weight and caudal fin length, fish were anaesthetised in a tank with 160 mg/L tricaine for 2 min. Body length and caudal fin length were determined with a ruler and the weight with an analytical balance (ABS-N_ABJ-NM_ACS_ACJ, Kern & Sohn, Puchheim, Germany). The treatment with tricaine was performed after the maximum speed measurement to avoid adverse effects on the zebrafish swimming capability.

For the measurement of the maximum speed, fish were placed in the swim tunnel separately and the velocity was increased incrementally. The initial voltage (2 V) was increased by 0.5 V every 30 s until 4.5 V, followed by an increase by 0.2 V every 20 s until the fish was not able to keep swimming and fell back into the mesh.

### 2.6. Training Protocol

Training groups were trained from Monday to Friday every other day in groups of three fish. The weekends served as recovery time for the training groups. Swim protocols are summarised in Figure 1A. Protocol 1 was applied in the phase 1 experiment and comprised the following steps: The voltage was increased from 2 V to 2.5 V and 3 V, each step taking 20 min. Next, 30 min at each 3.5 V and 4 V completed the training, which had a total duration of 2 h. Protocol 2 was applied in the phase 2 experiment. Training sessions started at 2 V followed by 2.5 V, both for 15 min. Subsequently, the voltage was increased to 3 V for 120 min and further to 3.5 V for 30 min, extending the training to a total of 3 h. Thus, protocol 2 comprised a longer time span whereas protocol 1 had a higher average swim speed. In the phase 1 experiment, training groups received the last training session directly before they were sacrificed to have the maximum effect of the training on blood glucose levels. In the phase 2 experiment, fish were sacrificed 24 h after their last training session to explore long-term training effects.

### 2.7. Determination of Blood Glucose

Fasting blood glucose was measured with a FreeStyle Freedom Lite–blood glucose monitoring system (Abbott, Wiesbaden, Germany), directly after fish were sacrificed.

### 2.8. Glycogen Measurement

Glycogen assay was performed with zebrafish muscle tissue using the Glycogen Assay Kit from Abcam (Cambridge, UK) according to the manufacturer’s instructions.

### 2.9. Metabolomics Profile

Detection was performed with the Metabolomics Core Technology Platform from the Centre of Organismal Studies Heidelberg. After fish were sacrificed, muscle tissue was collected from the phase 2 experiment for metabolite analyses of adenosine compounds and free amino acids as described previously [25].

### 2.10. Statistics

Experimental results are shown as linear regressions lines for correlation analyses and box whisker plots with the median of the groups showing all single measurement points from minimum to maximum. Statistical significance between different groups was analysed using Student’s *t*-test for phase 1 experiment and one-way ANOVA or Kruskal-Wallis test for phase 2 experiment. GraphPad Prism 9.1.1 (GraphPad Software Inc, San Diego, CA, USA) was used for analyses of maximum speed, body weight and metabolomics and *p* values below 0.05 were considered as significant: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

### 2.11. RNA-Seq Analysis

RNA was isolated from liver samples from fish of the phase 2 experiment using the RNeasy^®^ Mini Kit from QIAGEN (Hilden, Germany). Library construction and sequencing were performed with BGISEQ-500 (BGI, Hong Kong, China). Most of the procedure was conducted with R and Bioconductor using the NGS analysis package systempipeR [26]. Quality control of raw sequencing reads was performed using FastQC (Babraham Bioinformatics). Low-quality reads were removed using trim_galore (version 0.6.4). The resulting reads were aligned to zebrafish genome version GRCz11 from NCBI and counted using Kallisto version 0.46.1 [27]. The count data was transformed to log2-counts per million (logCPM) using the voom-function from the limma package [28]. The GSEA pathway analysis was made with the ClusterProfiler package [29] in R using the pathway information from org.Dr.eg.db [30]. Barplots were created using the ggplot2 package (version 3.3.5).

## 3. Results

### 3.1. Maximum Speed Correlated with Body Length

Determination of maximum swim speed is a good measure for zebrafish swimming capability but is influenced by various factors [24]. Thus, we first analysed how baseline parameters including body length, caudal fin length and body weight determine the swimming ability of zebrafish. The parameters were measured at the beginning of all experiments for each fish independent of the experimental setup (Figure 1A). It was found that zebrafish maximum speed (Umax) was positively correlated with body length whereas caudal fin length and body weight were not-significantly correlated (Figure 1B); yet, body weight, body length and caudal fin length were strongly correlated with each other (Figure 1C). Thus, suitable selection of zebrafish regarding basic characters for swim tunnel experiments is an important consideration.

### 3.2. Swim Training Improves the Physical Performance of Zebrafish

In order to assess the maximum speed of zebrafish after the 2-week training period including standard feeding, maximum speed at the beginning and after 2 weeks of training in comparison to a control group without training was determined (Figure 2A). It was found that the maximum speed of the trained fish increased significantly after 2 weeks of training, while the control group did not show improvement of Umax. Next, we assessed, if an extensive training period over 4 weeks and 8 weeks in combination with an overfeeding diet (Figure 1A), would further increase maximum speed of zebrafish and if the training may prevent a weight gain or if a higher caloric intake may improve swimming performance. For these experiments, we assessed initial Umax before the training exercise (week 0) as well as after 4 weeks and 8 weeks for all groups (Figure 2B). Maximum speed increased time-dependently after 4 weeks of training and significantly after 8 weeks of training in both the NF and the OF groups. The untrained groups, independently from feeding state, exhibited no significant difference. Interestingly, analysing all zebrafish from both experiments together, we observed significantly higher initial maximum speeds of males compared with females (Figure S1).

### 3.3. Swim Training Only Moderately Attenuates Weight Gain in Overfed Zebrafish

To test the suitability of swim training to prevent obesity in overfed zebrafish, we applied the phase 2 experiment consisting of the 8 weeks of training in combination with a high calorie intake. In phase 1 experiment without overfeeding and 2 weeks of training only, however, zebrafish weight was not affected by swimming training since we did not observe significant changes in body weight after 2 weeks in both the control and the training group (Figure 3A).

At the beginning of phase 2 experiment, mean body weight of the zebrafish was around 200 mg (Figure 3B). After 4 weeks, body weight increased slightly in the NF-control group and significantly in the OF-control group without training, while both groups exhibited a significant increase in body weight after 8 weeks (Figure 3B, left). In both the NF-training and OF-training groups, body weight was not significantly increased after 4 weeks but after 8 weeks of training, however, the weight gain was less significant in the OF training group compared with the OF control group. This indicates that swim training of zebrafish could only partially prevent a strong weight gain after high caloric intake (Figure 3B, right).

### 3.4. Swim Training Alters the Metabolome

Thus far we have shown an improved physical performance of zebrafish after 2 weeks and 8 weeks of training (Figure 2) and a moderately reduced weight gain in overfed and exercised zebrafish (Figure 3). In order to analyse the metabolome profile in trained and overfed fish, we assessed several metabolites linked to catabolic pathways in zebrafish muscle tissue after 8 weeks. Thereby, we detected metabolites with significantly different levels in the different groups, such as nicotinamide dinucleotide (NAD), nicotinamide dinucleotide phosphate (NADPH) and S-adenosyl-homocysteine (SAHC) (Figure 4A), the concentration of which was increased in the NF-training group compared with the NF-control group. Furthermore, concentration of the amino acid alanine was increased in the NF-training group compared with the NF-control group and further increased in the OF-training group compared with the NF-control group (Figure 4B). Overfeeding also resulted in higher arginine levels compared with the NF-control group. No significant changes of arginine levels were seen under training conditions. Likewise, asparagine was increased in the OF-control group compared to the NF-control group but as well in the OF-training group compared to the NF-control group (Figure 4B). Interestingly, metabolite levels were almost consistently found to be lowest in the untreated group and to increase by training, overfeeding, or both combined. In addition, muscle glycogen content did not significantly differ between the control and training groups in both experiments (Figure S2). Lastly, we assessed blood glucose after both experimental setups (Figure 4C). After phase 1, blood glucose was measured shortly after the last training after 2 weeks to determine the short-term effects of the training protocol on the glucose metabolism. We found significantly increased blood glucose levels in the training group compared to the control group (Figure 4C). In order to assess glucose homeostasis in long-term effects, the blood glucose level of trained fish was measured 24 h after the last training session in the phase 2 experiment (Figure 4C). We detected higher blood glucose levels in both OF groups and significantly increased levels in the OF-training group compared with the NF-control group and the NF-training group.

### 3.5. Swim Training Alters the Transcriptional Profile Linked to Energy Metabolism and Oxidative Stress

In order to identify transcriptional adaptations linked to physical performance in zebrafish, we performed RNA sequencing in liver tissue. 

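RNA was sequenced from the livers of 24 adult zebrafish of the phase 2 experiment, 6 fish in each of the NF-control, OF-control, NF-training and OF-training groups. Every group held 3 females and 3 males. Trained fish had completed 20 sessions over 8 weeks, and their livers were taken 24 h after the last session. Normally fed fish received 0.75 mL of shrimp per fish and overfed fish 9 mL. The authors removed low-quality reads, aligned the rest to the zebrafish genome with Kallisto and deposited, for each fish, the estimated counts and the TPM of 32520 genes under Ensembl identifiers. TPM is the number of transcripts scaled for their length and to a sum of 1000000 in each fish. An estimated count need not be a whole number, because a read that matches several transcripts is divided among them. Of all counts, those of 0 included, 68.7% were whole, so the share among counts above 0 is lower. The total per fish lay between 19315642 and 21399321 estimated counts, with a median of 20658264 in the NF-control group, 20803244.5 in the NF-training group, 20402135.5 in the OF-control group and 20634148.5 in the OF-training group. Vitellogenins, the egg yolk proteins made by the female liver, took from 29.3% to 74.5% of the counts in females and from 0.007% to 0.159% in males, so that fewer counts were left for other genes in females. In a principal component analysis of all genes tested, the first component held 41.2% of the variance, and sex accounted for a share of 0.912 of its variance, against 0.011 for the group.
For tests of single genes, the counts were rounded to whole numbers, normalized with edgeR's TMM method and fitted to a model with group and sex over all 24 fish. The 16223 genes that passed edgeR's filterByExpr filter were compared with its quasi-likelihood test and Benjamini-Hochberg adjustment. For pathways, the same genes were ranked by limma voom's moderated t statistic and tested with fgsea, the method behind the GSEA of ClusterProfiler, which gives a normalized enrichment score (NES) for each gene set. The Gene Ontology terms of the paper were replaced by 24 gene sets of 10 to 500 genes each, listed by gene symbol. As fgsea takes genes and not fish as its replicates, each fish was also given a score for each set, which is the mean over the set's genes of log2 CPM after centring each gene on its mean over the 24 fish. Scores were compared with a two-sided exact permutation test that exchanged group labels within each sex, with 400 arrangements and a smallest possible p of 0.005. The paper's text names voom and GSEA but not the model, the normalization or the ranking of the genes.

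**Figure D1:**
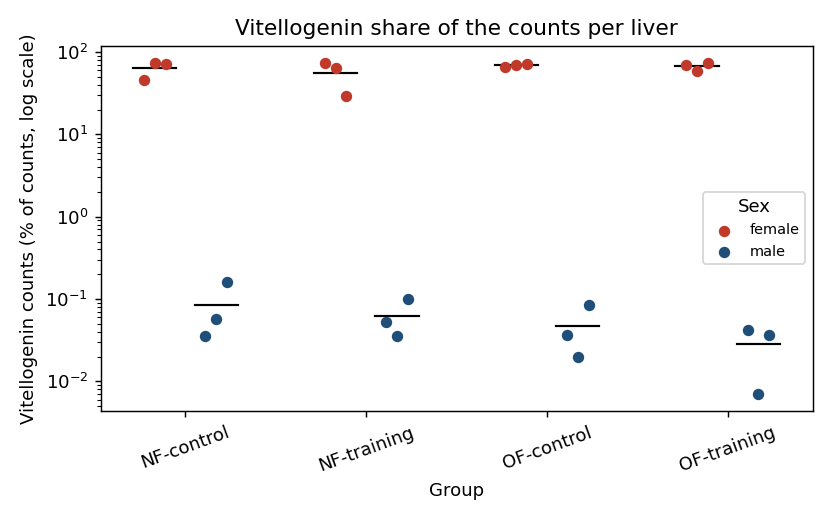
Vitellogenin counts as a percentage of all counts in each liver, on a log scale, by group, with females in red, males in blue and the mean of the 3 fish of one sex and group as a line. The females lie between 29.3% and 74.5% and the males between 0.007% and 0.159%.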

When pathway analysis was performed comparing training effects against the control group, we observed upregulated pathways such as “ATP metabolic process”, “oxidative phosphorylation”, or “cellular response to oxidative stress” (Figure 5A). 

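In the comparison of the NF-training with the NF-control group, the 95 genes for subunits of oxidative phosphorylation (OXPHOS) complexes had an NES of 2.02 (adjusted p = 1.61e-05 from fgsea). The transcripts of 70 of these genes were higher in trained fish and those of 25 were lower, with a median log2 fold change of 0.077. None passed an adjusted p of 0.05 in edgeR, and 7 had an unadjusted p under 0.05. The OXPHOS score per fish was -0.037 ± 0.161 (SD, n = 6) with training and -0.128 ± 0.092 (SD, n = 6) without, a difference of 0.091 on the log2 scale that was smaller than the spread between fish (exact permutation test, p = 0.285). Of the 6 trained fish, 3 lay above the median of the control fish. The 3 members with the highest expression were the ATP synthase genes ATP5F1B (ENSDARG00000070083), ATP5F1A (ENSDARG00000010149) and atp5mc3b (ENSDARG00000009447), with log2 fold changes of 0.07 (standard error 0.16), 0.10 (0.15) and 0.17 (0.18). Their adjusted p-values in edgeR lay between 0.783 and 0.917. Of the settings tried, 1 chosen after the data were seen moved the NES of this set most, to 1.2. It removed each fish's trend with transcript length, and then the trend of the genes' t statistics with expression level. Settings chosen before moved the NES nearly as far, among them ranking by log2 fold change, females alone and leaving out 1 fish (lowest 1.23).
The set for ATP metabolism, 47 genes of ATP synthase and glycolysis, had an NES of 1.48 (adjusted p = 0.045 from fgsea). Its score was 0.062 ± 0.104 (SD, n = 6) in trained and -0.116 ± 0.187 (SD, n = 6) in control fish (exact permutation test, p = 0.03, or 0.28 after Benjamini-Hochberg adjustment over the 24 sets). Among its most expressed members, GAPDH (ENSDARG00000043457) and PKLR (ENSDARG00000042010) had log2 fold changes of -0.14 (standard error 0.21) and 0.68 (0.43). For the 83 genes of the oxidative stress response, the NES was 1.43 (adjusted p = 0.0439 from fgsea), and the score was 0.059 ± 0.157 (SD, n = 6) against -0.046 ± 0.101 (SD, n = 6), with an exact permutation p of 0.035 (0.28 after the same adjustment). In this set, 52 genes were higher and 31 lower. Selenoprotein P (selenop, ENSDARG00000093549), the glutathione peroxidase gpx4a (ENSDARG00000068478) and catalase (CAT, ENSDARG00000104702) were its most expressed members, with log2 fold changes of 0.46 (standard error 0.21), 0.64 (0.30) and 0.08 (0.27) and adjusted p-values in edgeR of 0.424, 0.43 and 0.941. With the genes ranked by log2 fold change, both sets stayed above 0 without passing an adjusted p of 0.05 (NES 1.35 and 1.27).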

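In the same comparison, sets that fell with training included genes of chromatin and of RNA processing, while the most negative NES was that of ribosome and ribonucleoprotein biogenesis (-2.31). The 263 genes of chromatin and chromosome organization had an NES of -2.21 (adjusted p = 1.34e-11 from fgsea). Of these, 176 genes were lower and 87 higher, 2 were lower with an adjusted p under 0.05 in edgeR, and the median log2 fold change was -0.121. The score of the set was -0.032 ± 0.18 (SD, n = 6) in trained and 0.069 ± 0.131 (SD, n = 6) in control fish. These SDs pool the sexes, and the difference was -0.032 in females and -0.171 in males. The difference of -0.101 over both sexes did not pass 0.05 (exact permutation test within sex, p = 0.125). With camera, a test from limma that allows for correlation between genes, this set had an adjusted p of 0.0171. NAP1L1 (ENSDARG00000101813), npm1a (ENSDARG00000014329) and chd4b (ENSDARG00000025789), the most expressed members, had log2 fold changes of 0.08 (standard error 0.19), -0.30 (0.39) and -0.29 (0.11).
The 281 genes of RNA processing and splicing had an NES of -1.88 (adjusted p = 1.79e-07 from fgsea), with 188 genes lower and 93 higher. The score was -0.09 ± 0.197 (SD, n = 6) with training and 0 ± 0.219 (SD, n = 6) without (exact permutation test, p = 0.23). In camera the adjusted p of this set was 0.887. Its most expressed members pabpc1a (ENSDARG00000017219), DDX5 (ENSDARG00000038068) and hnrnpc (ENSDARG00000053810) did not fall, with log2 fold changes of 0.15 (standard error 0.18), 0.09 (0.28) and 0 (0.25).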

Due to the increased energy generation, other biological processes were decreased, such as “chromosome organization” or “RNA processing” appeared to be downregulated. “Oxidative phosphorylation” was also upregulated in the OF-control group compared to the NF-control group, as well as “translation” and “mitochondrion organization” (Figure 5B). 

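Between the OF-control and the NF-control group, the OXPHOS subunit genes had an NES of 2.88 (adjusted p = 4.44e-17 from fgsea), with 86 of 95 genes higher in overfed fish and a median log2 fold change of 0.23. In edgeR none of them had an adjusted p under 0.05, and 26 had an unadjusted p under 0.05. The score was 0.061 ± 0.277 (SD, n = 6) in overfed and -0.128 ± 0.092 (SD, n = 6) in control fish, a difference of 0.189 (exact permutation test, p = 0.085). The difference was -0.055 in females and 0.433 in males, and the sexes differed by 0.488 (exact permutation test with group labels exchanged within sex, p = 0.025, or 0.18 after adjustment over the 24 sets). When library size alone was used for scaling, the difference between the sexes was 0.51 with an exact permutation p of 0.2. ATP5F1B, ATP5F1A and atp5mc3b had log2 fold changes of 0.29 (standard error 0.16), 0.19 (0.15) and 0.15 (0.18) with overfeeding. In females alone the NES was -1.09 (adjusted p = 0.457), and in males alone it was 3.44.

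**Figure D2:**
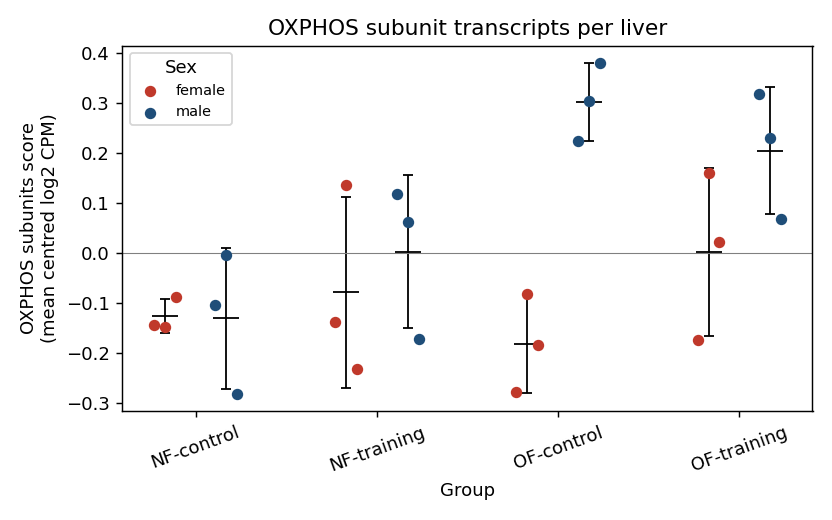
OXPHOS subunit score of each liver (mean centred log2 CPM) by group, with females in red and males in blue and the mean and SD of the 3 fish of one sex and group in black. The 3 OF-control males lie above all NF-control fish, and the 3 OF-control females do not.

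The 283 genes of translation had an NES of 2.98 (adjusted p = 1.05e-31 from fgsea), and 259 of them were higher with overfeeding. Their score was 0.092 ± 0.423 (SD, n = 6) against -0.116 ± 0.509 (SD, n = 6). These SDs pool the sexes, and the difference was 0.159 in females and 0.256 in males. The difference over both sexes did not pass 0.05 (exact permutation test within sex, p = 0.125). The most expressed members eef1a1l1 (ENSDARG00000020850), eef2b (ENSDARG00000100371) and RPLP0 (ENSDARG00000051783) had log2 fold changes of 0.10 (standard error 0.18), 0.16 (0.20) and 0.08 (0.21). Mitochondrion organization, with 159 genes, had an NES of 2.73 (adjusted p = 2.4e-17 from fgsea) and 135 genes higher. The score of this set was 0.151 ± 0.185 (SD, n = 6) with overfeeding and -0.06 ± 0.318 (SD, n = 6) without (exact permutation test, p = 0.155). VDAC2 (ENSDARG00000013623), VDAC3 (ENSDARG00000003695) and ROMO1 (ENSDARG00000038076), its most expressed members, had log2 fold changes of 0.19 (standard error 0.17), 0.14 (0.18) and 0.03 (0.16). Camera gave an adjusted p of 0.375 for each of the 3 sets.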

Downregulated pathways were here more heterogeneous including “immune response” and “cell cycle process” pathways. 

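The 211 genes of the immune response had an NES of -2.48 with overfeeding (adjusted p = 5.84e-15 from fgsea). Of these genes, 152 were lower and 59 higher in the OF-control than in the NF-control group, and the median log2 fold change was -0.291. The score fell from 0.11 ± 0.435 (SD, n = 6) to -0.157 ± 0.335 (SD, n = 6), and an exact permutation test gave p = 0.16. Complement genes c3a.1 (ENSDARG00000012694), c9 (ENSDARG00000016319) and c3a.2 (ENSDARG00000087359), the most expressed members, had log2 fold changes of -0.19 (standard error 0.40), -0.47 (0.36) and -0.68 (0.40). Their adjusted p-values in edgeR lay between 0.535 and 0.896. The 81 genes of the cell cycle had an NES of -1.92 (adjusted p = 7.66e-05 from fgsea), with 53 genes lower and 28 higher. Their score was -0.289 ± 0.117 (SD, n = 6) with overfeeding and 0.069 ± 0.481 (SD, n = 6) without. None of the 6 overfed fish lay above the median of the control fish, but the difference of -0.359 did not exceed what exchanged group labels gave (exact permutation test, p = 0.135). CCND1 (ENSDARG00000101637), CDC27 (ENSDARG00000056258) and SPC25 (ENSDARG00000078433) had log2 fold changes of -0.66 (standard error 0.26), 0.08 (0.14) and -0.09 (0.19). With camera the adjusted p was 0.375 for the immune response and 0.558 for the cell cycle.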

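Gene by gene, edgeR found 28 genes with an adjusted p under 0.05 between the NF-training and the NF-control group, 3 higher and 25 lower with training. An unadjusted p under 0.05 was found for 1806 of the 16223 genes. In other divisions of the same fish, drawn at random with 3 females and 3 males on each side, the count had a median of 1062 and reached 3210. All 28 genes changed in the same direction in females and in males, and 23 of them had a mean log2 CPM under 2. Among the lower genes were ago3a (ENSDARG00000059888), osbpl2a (ENSDARG00000053804), ANKRD52 (ENSDARG00000036826) and TMOD3 (ENSDARG00000002571), with log2 fold changes of -1.81, -1.77, -1.33 and -1.35. For TMOD3, NF-training replicate 2 had a log2 CPM of -1.47, against -0.56 in the nearest fish of its group. This value lies near the floor, as the lowest TMOD3 count of any fish was 3. Of the 3 higher genes, SLC40A1 (ENSDARG00000000241), the iron exporter ferroportin, rose from 31.2 ± 16.4 CPM (SD, n = 6) to 173 ± 85.6 CPM (SD, n = 6), a log2 fold change of 2.47 (standard error 0.44, adjusted p = 0.0238 from edgeR). In overfed fish SLC40A1 had 35.5 ± 17.2 CPM (SD, n = 6) without and 47.7 ± 30.4 CPM (SD, n = 6) with training. That log2 fold change was 0.45 (standard error 0.42, adjusted p = 0.981 from edgeR). The other higher genes were ENSDARG00000009267, listed under a zgc clone name, with a log2 fold change of 1.30 (standard error 0.20, adjusted p = 0.00921 from edgeR), and fhdc5 (ENSDARG00000095962), with 1.39 (0.29, adjusted p = 0.0453). When 1 fish was left out in turn, the adjusted p of fhdc5 exceeded 0.05 in 10 of 12 fits (up to 0.157). The same held in 5 fits for TMOD3, 4 for ANKRD52, 3 for SLC40A1, 1 each for ago3a and osbpl2a and 0 for ENSDARG00000009267. With DESeq2 in place of edgeR, 160 genes passed, all 28 among them, and without the sex covariate 0 genes passed (1166 with an unadjusted p under 0.05).

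**Figure D3:**
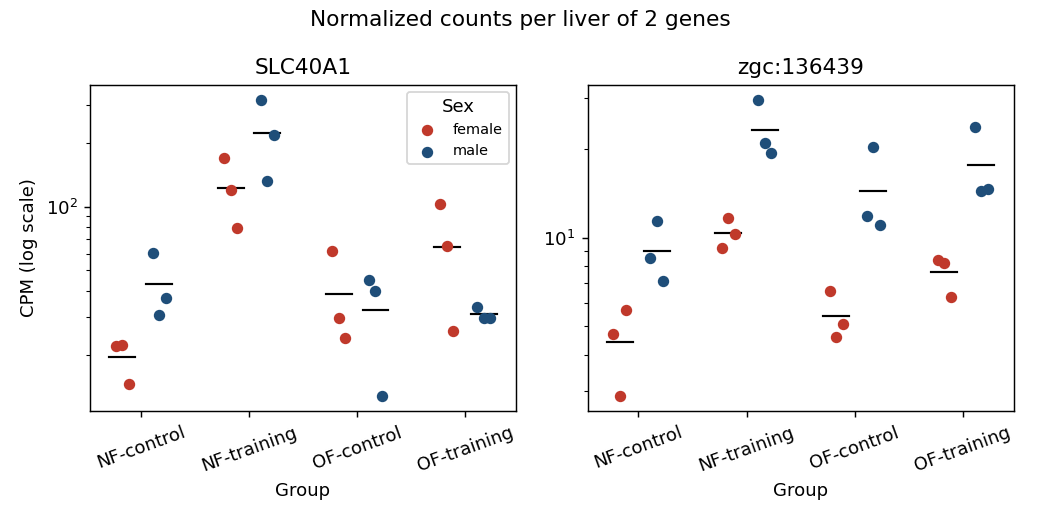
Normalized counts (CPM, log scale) of SLC40A1 and ENSDARG00000009267 (titled with its zgc clone name) in each liver by group, with females in red, males in blue and the mean of the 3 fish of one sex and group as a line. SLC40A1 had a mean of 31.2 CPM in the NF-control and 173 CPM in the NF-training group, and of 35.5 CPM in the OF-control and 47.7 CPM in the OF-training group.

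Between the OF-control and the NF-control group, 0 genes had an adjusted p under 0.05 in edgeR, with 1830 at an unadjusted p under 0.05. The lowest adjusted p was 0.0834, for ptk6a, a gene named after its value was seen. DESeq2 called 77 genes in this comparison, 24 higher and 53 lower, so the count depends on the method. The same edgeR test found 1 gene with an adjusted p under 0.05 between the OF-training and the OF-control group, and 854 genes at an unadjusted p under 0.05. No gene passed a test of whether training acted differently in the 2 feeding groups (0 genes, and 725 at an unadjusted p under 0.05).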

Together, the data show a metabolic and transcriptional adaptation to the increased physical performance and to increased calorie intake in zebrafish.

## 4. Discussion

In this study we were able to show the effectiveness of physical activity (swim training) on maximum swim speed of zebrafish. We found that zebrafish maximum speed is positively correlated with body length. Swim training improved the performance of the zebrafish in a time-dependent manner whereas body weight gain was only slightly attenuated. In subsequent analyses, the metabolomic and transcriptional profiles displayed adaptational processes affected by training.

To analyse effects of physical activity in zebrafish, we developed two different training protocols. Both were broadly accepted by zebrafish and efficient in increasing the maximum speed after 2 and 8 weeks of training, respectively. Similar results of increasing maximum speed by exercising of zebrafish were recently reported [20]. Additionally, we found a sex-specific difference with males having greater maximum speed than female zebrafish. Other studies only found weak impact on the maximum speed with sex [24]. Since we found additionally large gender differences in gene expression one might consider employing one gender only to eliminate inter-gender variability.

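Between the 12 male and the 12 female livers, with the group as a covariate, edgeR found 7426 of 16223 genes with an adjusted p under 0.05, of which 3757 were higher and 3669 lower in males. Of these, 3124 differed more than 2-fold. The vitellogenin genes vtg1 (ENSDARG00000092233) and vtg2 (ENSDARG00000055809) and the estrogen receptor gene ESR1 (ENSDARG00000004111), used as female liver markers, had log2 fold changes of -12.83 (standard error 1.2), -12.73 (0.88) and -7.81 (0.30) in males against females. ESR1 had normalized counts of 338 ± 149 CPM (SD, n = 12) in females and 1.48 ± 0.384 CPM (SD, n = 12) in males, and the ranges of the sexes did not overlap (87.7 to 571 CPM against 1.02 to 2.25 CPM). When library size alone was used for scaling, 14424 genes passed, 14017 of them higher in males, because the vitellogenin counts lower the share of every other gene in females. That scaling moved the median log2 fold change of all genes to 1.44. With the 6 NF-control fish alone, 668 genes passed.
Whether the effect of a treatment differed between the sexes was tested in the 8 cells of group and sex. For training, 0 genes passed an adjusted p of 0.05 in this interaction and 1212 had an unadjusted p under 0.05. For overfeeding, 0 genes passed and 903 had an unadjusted p under 0.05. DESeq2 found 7 and 17 genes in the same interactions. In fits to a single sex, with 3 fish per group, 0 genes passed for training in females (1190 at an unadjusted p under 0.05) and 7 in males (1568). For overfeeding, 0 genes passed in females and 0 in males, with 525 and 2636 genes at an unadjusted p under 0.05.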

Despite the effectiveness of our protocols in improving physical performance, the feeding protocol requires further adaptation to evaluate more precisely how swim training affects body weight. Nevertheless, as the increase of weight in the training group might be attributable to a gain in muscle mass to some extent, an examination of the body mass composition might further inform about the effectiveness of the swim training in preventing obesity. Endurance training on zebrafish larvae have shown that though both trained and untrained fish had plenty of fat depositions, trained fish were overall heavier with increased cross-sectional red muscle fiber area [22]. Another study found gene expression markers associated with muscle growth to be upregulated after swim training [23], which supports the suggestion of swim training being capable to induce a redistribution of zebrafish body tissue.

Furthermore, physical exercise proved to impact metabolic processes such as glucose homeostasis. The increased blood glucose levels measured directly after training might be explainable by the release of stress hormones such as adrenalin during training that trigger the breakdown of glycogen [31]. The released glucose is required for muscle ATP synthesis during physical activity [32] and thus might help to maintain swimming performance over a longer period. In contrast, a study focusing on the short-term effects of training found glucose and glycogen levels to be depleted at high training intensities due to the consumption of reserves [19]. Consequently, glucose levels might fluctuate greatly during and after training, however, the increased blood glucose we observed was rather a short-term effect that disappeared 24 h later. Experiments addressing how blood glucose of diabetes mutants is affected by swim training might be interesting for future studies. Moreover, we detected increased levels of NAD in trained fish–when converted to NADH, it transfers reducing equivalents from glycolysis and the citric acid cycle and is therefore crucial for energy generation [33]. Training also elevated NADPH, which plays a pivotal role in the antioxidation system. It supplies antioxidants such as glutathione with reducing equivalents and a high cytoplasmic NADPH level is associated with longevity [34]. In addition, NADPH serves as an essential electron source for reductive synthesis of many structures including non-essential amino acids [35]. In accordance with our finding of higher alanine levels in trained fish, others found alanine synthesis to be increased during training needed to fuel the higher energy demands [36,37], while increased amino acid levels in general favor muscle growth [38]. Especially arginine, which regulates vasodilation, has shown to increase during exercise and oral arginine supplementation increases protein synthesis [39]. Even though not significant, we also observed elevated arginine levels in trained zebrafish.

The transcriptomic pathway analysis revealed that physical exercise induces oxidative stress. In accordance, increased oxidative damage markers were detected in humans upon aerobic and anaerobic exercise. While we consider zebrafish to be a valuable tool to study physical exercise, rodent animal models also have been used to study the activity of antioxidative pathways upon physical exercise. Exercise increased oxidative stress levels not only in blood and skeletal muscle but also in many other organs, suggesting exercise-associated oxidative stress induction to affect the whole body. Remarkably, regular exercise was observed to increase the antioxidant capacity, explaining why long-term training reduces acute exercise oxidative stress [15]. Exploring the effects of different training intensities and durations on zebrafish redox balance and the impact of training on remission of diabetic organ complications linked to oxidative stress in zebrafish remains to be investigated. While the swim training model opens the perspective to study and prevent age-related diseases, zebrafish is not an established model for aging due to their lifetime of up to 5 years. In comparison to zebrafish lifetime both swimming protocols were short-term and thus did not modify markers of senescence.

Furthermore, our transcriptomic pathway analysis reflects the increased energy requirement by physical exercise with energy consumption pathways being upregulated. Similar effects were seen in muscles when increased oxidative phosphorylation and ATP production was induced by physical exercise [40]. In accordance with our findings, a systematic review on human muscle adaptations to training showed that proteins associated with the electron transport chain were increased by exercise training [41]. In line with our transcriptomic analysis identifying an upregulated oxidative phosphorylation and mitochondrion organization in overfed zebrafish, another study has postulated that organisms adapt to overfeeding and higher fat intake with increased mitochondrial activity and mass [42].

Limitations of the study are the small number of fish per group, which reduces the expressiveness of our analyses, as well as sex-related differences in maximum speed. Nevertheless, the swim tunnel is a valuable, easily applicable tool that enables imitation of physical activity in zebrafish. It facilitates exploration of training effects not only on metabolomics or genomics in healthy animals, but also on the phenotype of obesity-related diseases such as diabetes. In addition, swim tunnel systems are expandable for the measurement of oxygen consumption during physical activity, which is a significant parameter for sports physiology in humans [43]. The high translational potential of swim training is further highlighted by its flexibility in training intensity and duration, making it easily adaptable to clinical protocols. Ultimately, the swim protocols proposed in this paper can be customized to evaluate zebrafish training effects on disease, therapeutic treatments, regeneration or to evaluate potential roles of specific genes on zebrafish swimming capability.

## 5. Conclusions

The swim tunnel is an effective measure for the maximum speed of zebrafish. Regardless of feeding, swim tunnel training improves time-dependently the swimming performance of zebrafish, which is associated with body length. Moreover, training induces metabolomic and transcriptomic alterations affecting energy consumption pathways. Therefore, zebrafish swimming training can be regarded as a valuable tool for assessing the association of physical activity on disease outcomes.

## Figures and Tables

**Figure 1:**
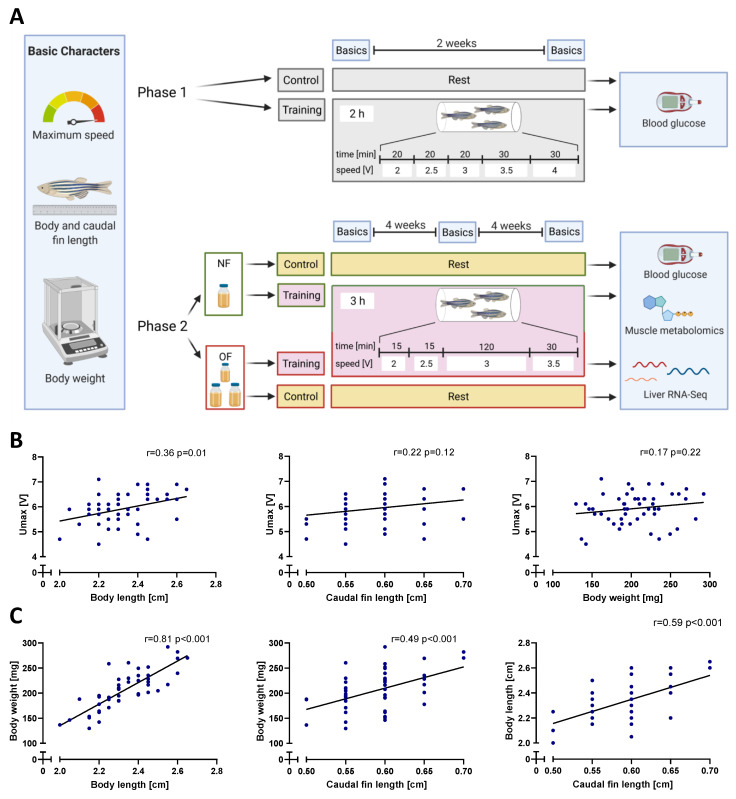
Experiment setup and initial basic character correlations. (**A**): The experiment was split into two phases. Phase 1: 2-week training; Phase 2: 8-week training including overfeeding. Training protocols differed in current velocity and total duration. Upon completion of the phases, fish were sacrificed, blood glucose was measured, and in phase 2 experiment metabolomics and RNA-Seq data were determined. NF: normal feeding, OF: overfeeding. (**B**): positive training-independent correlations of body length, caudal fin length and body weight with the maximum speed (Umax). (**C**): Positive correlations between zebrafish body length, body weight and caudal fin length. Simple linear regression lines were fitted. N = 50 fish per correlation analysis, r: Pearson correlation coefficient, *p*: two-tailed *p* value.

**Figure 2:**
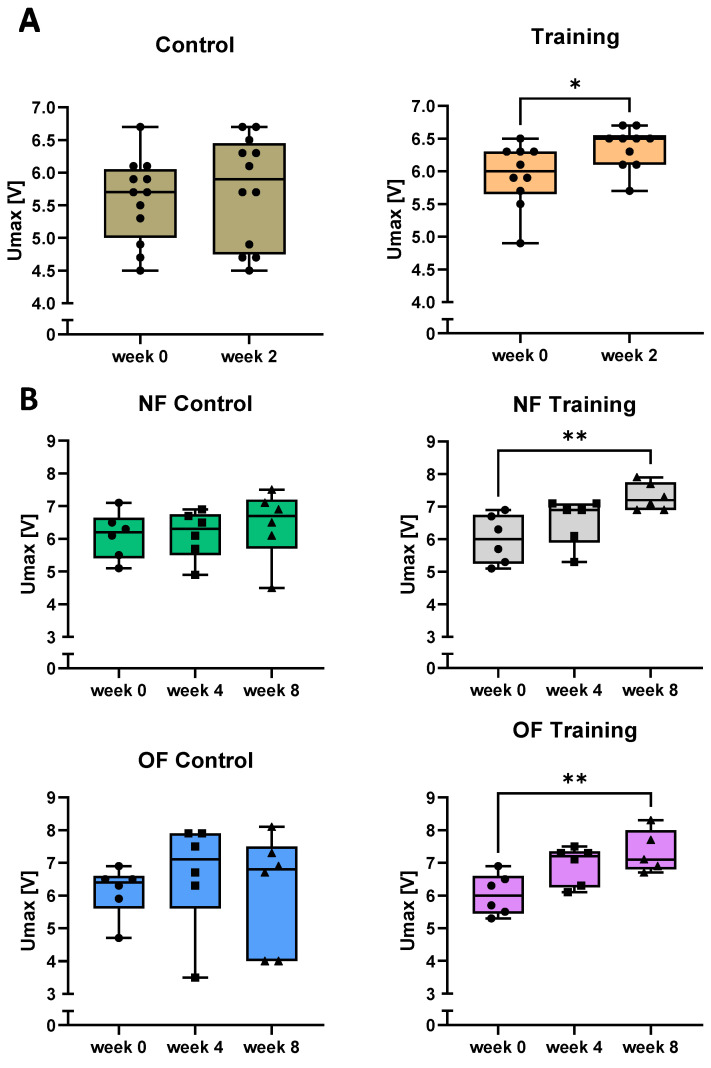
Swim tunnel training improved zebrafish swimming capability. (**A**): phase 1 training increased Umax significantly after 2 weeks of training (*p* = 0.0323). Control: N = 12 fish, Training: N = 10 fish. Two-tailed unpaired *t*-test. (**B**): phase 2 training increased Umax in both NF and OF groups significantly after 8 weeks of training (NF-training *p* = 0.0037, OF-training *p* = 0.0012). N = 6 fish per group. One-way ANOVA test or Kruskal-Wallis test. NF: normal feeding; OF: overfeeding; Umax: maximum speed. * *p* < 0.05, ** *p* < 0.01.

**Figure 3:**
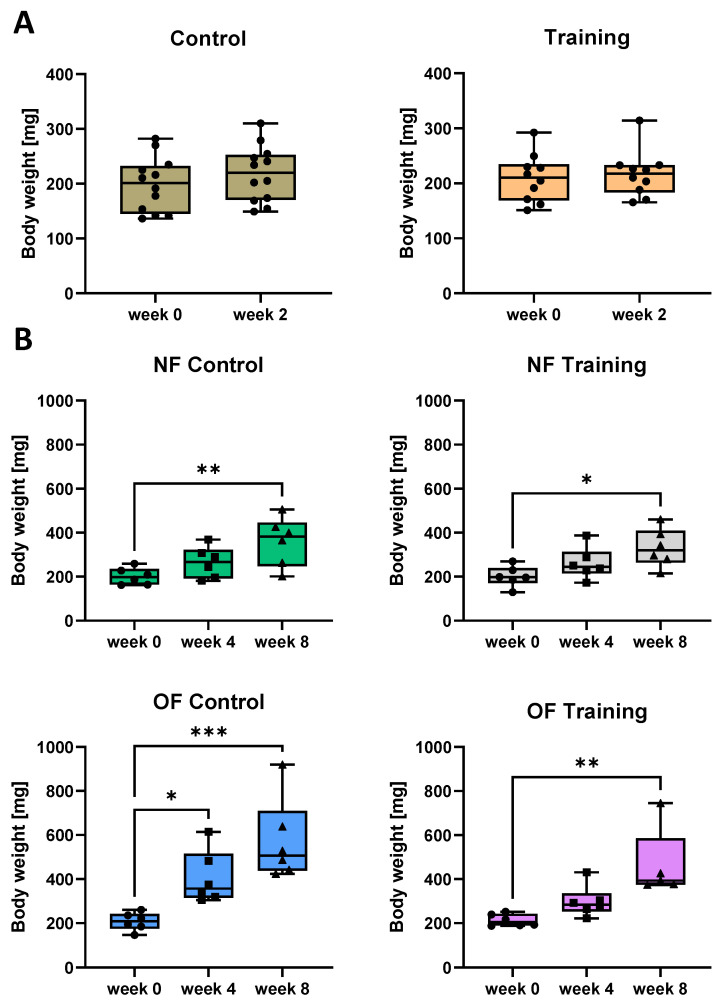
Swim tunnel training prevented weight gain in zebrafish only moderately. (**A**): phase 1 training did not alter zebrafish body weight. Control: N = 12 fish; Training: N = 10 fish. Two-tailed unpaired *t*-test. (**B**): phase 2 training hardly prevented weight gain in normalfed and overfed zebrafish, respectively. Body weight increased after 4 weeks significantly in the OF-control group (*p* = 0.0461). After 8 weeks, body weight was increased in both the NF and OF-control group (*p* = 0.0090 and 0.0006, respectively) and in the training groups (*p* = 0.0161 and 0.0021, respectively). N = 6 fish per group. One-way ANOVA test or Kruskal-Wallis test. NF: normal feeding; OF: overfeeding. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 4:**
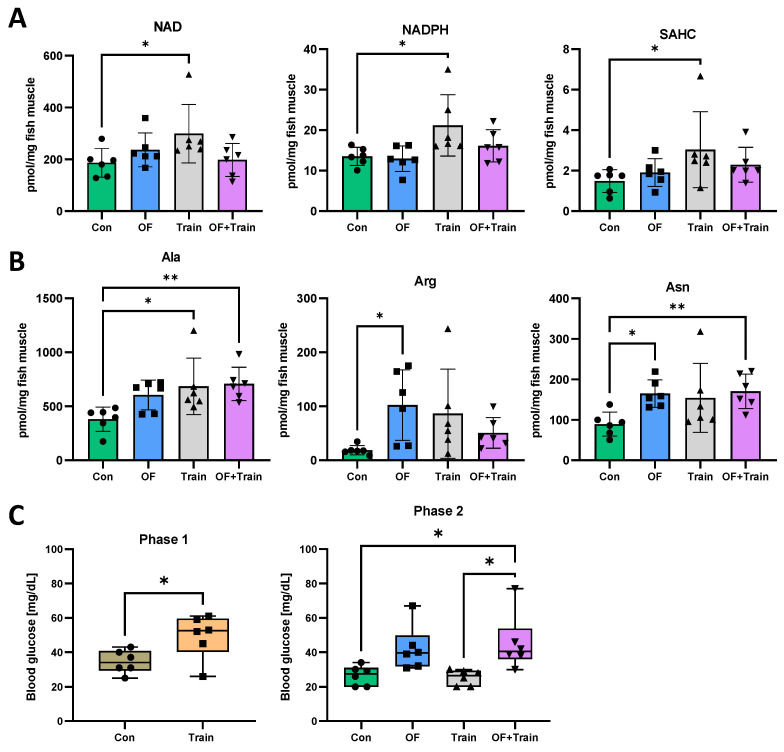
Swim tunnel training significantly altered the metabolome in zebrafish muscle. (**A**): increased concentrations of adenosine levels in trained zebrafish. NAD: nicotinamide dinucleotide, NADPH: nicotinamide dinucleotide phosphate, SAHC: S-adenosyl-homocysteine. N = 6 fish per group. (**B**): Alterations on amino acid levels in trained and overfed zebrafish. Ala: Alanine, Arg: Arginine, Asn: Asparagine. N = 6 fish per group. (**C**): Alterations on fasting blood glucose level. In phase 1 experiment, blood glucose was measured directly after the last training session whereas blood glucose was measured 24 h later in phase 2 experiment. Con: Control; OF: overfeeding; Train: Training. N = 6 fish per group. Statistical tests: Two-tailed unpaired t-test (phase 1) and one way ANOVA test or Kruskal-Wallis test (phase 2). * *p* < 0.05, ** *p* < 0.01.

**Figure 5:**
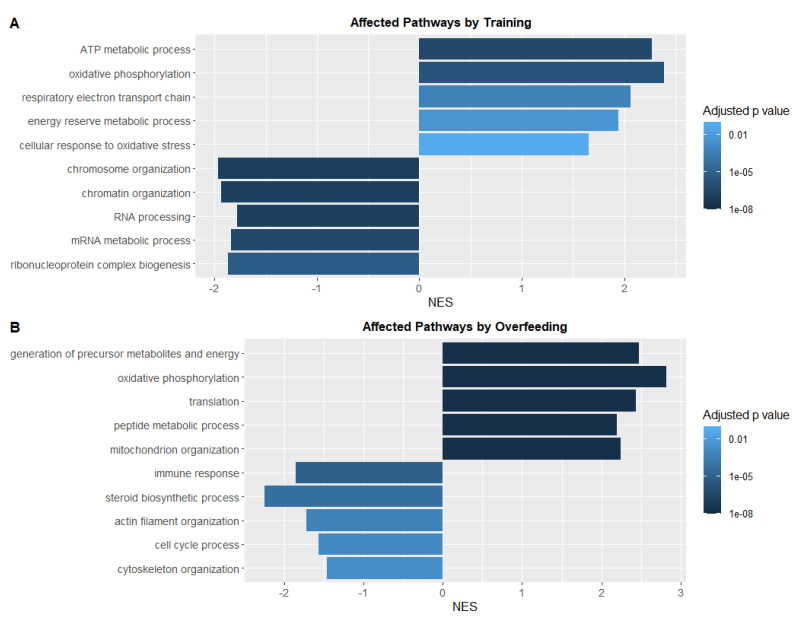
Pathway-Analysis of RNA-Sequencing data in livers showed patterns distinguishing training and overfeeding groups from controls. (**A**): Up- and downregulated pathways in the NF-training compared to the NF-control group. (**B**): Up- and downregulated pathways in the OF-control compared to the NF-control group. Five significantly enriched biological process terms were selected for each category and colored according to adjusted *p* value. NES: normalised enrichment score.

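Gene sets chosen for the other terms of the pathway figure were tested in the same way. In the NF-training group, the 75 genes of the electron transport chain had an NES of 1.92 (adjusted p = 0.000315 from fgsea), and 51 of them were higher. The score differed by 0.079 between the groups (exact permutation test, p = 0.325). For glycogen metabolism, taken for the energy reserve term, the 39 genes had an NES of -0.82 (adjusted p = 0.881), and the score differed by 0.038 (exact permutation test, p = 0.705). Ribosome and ribonucleoprotein biogenesis had an NES of -2.31 (adjusted p = 1.23e-10), with 139 of 161 genes lower. Its score differed by -0.206 (exact permutation test, p = 0.465).
In the OF-control group, the 142 genes of energy metabolism had an NES of 2.79 (adjusted p = 2.67e-17 from fgsea) and a score difference of 0.178 (exact permutation test, p = 0.055). Steroid biosynthesis had an NES of -2.22 (adjusted p = 1.48e-06) over 57 genes and a score difference of -0.434 (exact permutation test, p = 0.06). The 192 genes of the actin cytoskeleton had an NES of -1.37 (adjusted p = 0.012) and a score difference of -0.114 (exact permutation test, p = 0.29). This NES ran from -1.61 to -0.82 with 1 fish left out in turn. Its adjusted p from fgsea then reached 0.924, and 4 of 12 fits no longer passed 0.05. After Benjamini-Hochberg adjustment over the 24 sets of a comparison, none of these 6 score differences passed 0.05.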

## Data Availability

The RNA-Seq dataset produced in this study is available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183023 (last accessed: 28 September 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/antiox10101581/s1, Figure S1: Initial maximum speed was higher in male than in female fish, Figure S2: Glycogen content in zebrafish muscle.

## References

[1] James W.P.T. (2008). The epidemiology of obesity: The size of the problem. J. Intern. Med..

[2] OECD (2017). Overweight and obesity among adults. Health at a Glance 2017.

[3] Romieu I., Dossus L., Barquera S., Blottière H.M., Franks P.W., Gunter M., Hwalla N., Hursting S.D., Leitzmann M., Margetts B. (2017). Energy balance and obesity: What are the main drivers?. Cancer Causes Control.

[4] Lee H.S., Lee J. (2021). Effects of Exercise Interventions on Weight, Body Mass Index, Lean Body Mass and Accumulated Visceral Fat in Overweight and Obese Individuals: A Systematic Review and Meta-Analysis of Randomized Controlled Trials. Int. J. Environ. Res. Public Health.

[5] Sarwar R., Pierce N., Koppe S. (2018). Obesity and nonalcoholic fatty liver disease: Current perspectives. Diabetes Metab. Syndr. Obes..

[6] Scherer P.E., Hill J.A. (2016). Obesity, Diabetes, and Cardiovascular Diseases: A Compendium. Circ. Res..

[7] Bloomgarden Z.T. (2000). American Diabetes Association Annual Meeting, 1999: Diabetes and obesity. Diabetes Care.

[8] Jakicic J.M., Rogers R.J., Davis K.K., Collins K.A. (2018). Role of Physical Activity and Exercise in Treating Patients with Overweight and Obesity. Clin. Chem..

[9] Hill J.O., Wyatt H.R., Peters J.C. (2012). Energy Balance and Obesity. Circulation.

[10] Pedersen B.K., Saltin B. (2015). Exercise as medicine—evidence for prescribing exercise as therapy in 26 different chronic diseases. Scand. J. Med. Sci. Sports.

[11] Garatachea N., Pareja-Galeano H., Sanchis-Gomar F., Santos-Lozano A., Fiuza-Luces C., Morán M., Emanuele E., Joyner M.J., Lucia A. (2015). Exercise attenuates the major hallmarks of aging. Rejuvenation Res..

[12] Cardiovascular Diseases (CVDs). http://www.who.int/mediacentre/factsheets/fs317/en/index.html.

[13] Hannan M., Kringle E., Hwang C.-L., Laddu D. (2021). Behavioral Medicine for Sedentary Behavior, Daily Physical Activity, and Exercise to Prevent Cardiovascular Disease: A Review. Curr. Atheroscler. Rep..

[14] Brown B.M., Peiffer J.J., Martins R.N. (2013). Multiple effects of physical activity on molecular and cognitive signs of brain aging: Can exercise slow neurodegeneration and delay Alzheimer’s disease?. Mol. Psychiatry.

[15] Kawamura T., Muraoka I. (2018). Exercise-Induced Oxidative Stress and the Effects of Antioxidant Intake from a Physiological Viewpoint. Antioxidants.

[16] Marseglia L., Manti S., D’Angelo G., Nicotera A., Parisi E., Di Rosa G., Gitto E., Arrigo T. (2014). Oxidative stress in obesity: A critical component in human diseases. Int. J. Mol. Sci..

[17] Heckler K., Kroll J. (2017). Zebrafish as a Model for the Study of Microvascular Complications of Diabetes and Their Mechanisms. Int. J. Mol. Sci..

[18] Zang L., Maddison L.A., Chen W. (2018). Zebrafish as a Model for Obesity and Diabetes. Front. Cell Dev. Biol..

[19] da Rosa J.G., Barcellos H.H., Idalencio R., Marqueze A., Fagundes M., Rossini M., Variani C., Balbinoti F., Tietböhl T.M., Rosemberg D.B. (2017). Just Keep Swimming: Neuroendocrine, Metabolic, and Behavioral Changes After a Forced Swimming Test in Zebrafish. Zebrafish.

[20] Usui T., Noble D.W.A., O’Dea R.E., Fangmeier M.L., Lagisz M., Hesselson D., Nakagawa S. (2018). The French press: A repeatable and high-throughput approach to exercising zebrafish (Danio rerio). PeerJ.

[21] Wakamatsu Y., Kashima M., Hirata H. (2020). A Reproducible Protocol to Measure the Critical Swimming Speed of Adult Zebrafish. Bio-Protocol.

[22] van der Meulen T., Schipper H., van den Boogaart J.G., Huising M.O., Kranenbarg S., van Leeuwen J.L. (2006). Endurance exercise differentially stimulates heart and axial muscle development in zebrafish (Danio rerio). Am. J. Physiol. Regul. Integr. Comp. Physiol..

[23] Palstra A.P., Tudorache C., Rovira M., Brittijn S.A., Burgerhout E., van den Thillart G.E., Spaink H.P., Planas J.V. (2010). Establishing zebrafish as a novel exercise model: Swimming economy, swimming-enhanced growth and muscle growth marker gene expression. PLoS ONE.

[24] Wakamatsu Y., Ogino K., Hirata H. (2019). Swimming capability of zebrafish is governed by water temperature, caudal fin length and genetic background. Sci. Rep..

[25] Schmöhl F., Peters V., Schmitt C.P., Poschet G., Büttner M., Li X., Weigand T., Poth T., Volk N., Morgenstern J. (2019). CNDP1 knockout in zebrafish alters the amino acid metabolism, restrains weight gain, but does not protect from diabetic complications. Cell Mol. Life Sci..

[26] Backman T.W.H., Girke T. (2016). systemPipeR: NGS workflow and report generation environment. BMC Bioinform..

[27] Bray N.L., Pimentel H., Melsted P., Pachter L. (2016). Near-optimal probabilistic RNA-seq quantification. Nat. Biotechnol..

[28] Ritchie M.E., Phipson B., Wu D., Hu Y., Law C.W., Shi W., Smyth G.K. (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res..

[29] Wu T., Hu E., Xu S., Chen M., Guo P., Dai Z., Feng T., Zhou L., Tang W., Zhan L. (2021). clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. Innovation.

[30] Carlson M. org.Dr.eg.db: Genome Wide Annotation for Zebrafish. R Package Version 3.13.0. http://bioconductor.org/packages/release/data/annotation/html/org.Dr.eg.db.html.

[31] Kolnes A.J., Birk J.B., Eilertsen E., Stuenæs J.T., Wojtaszewski J.F., Jensen J. (2015). Epinephrine-stimulated glycogen breakdown activates glycogen synthase and increases insulin-stimulated glucose uptake in epitrochlearis muscles. Am. J. Physiol. Endocrinol. Metab..

[32] De Feo P., Di Loreto C., Lucidi P., Murdolo G., Parlanti N., De Cicco A., Piccioni F., Santeusanio F. (2003). Metabolic response to exercise. J. Endocrinol. Investig..

[33] Verdin E. (2015). NAD⁺ in aging, metabolism, and neurodegeneration. Science.

[34] Murphy M.P. (2012). Mitochondrial thiols in antioxidant protection and redox signaling: Distinct roles for glutathionylation and other thiol modifications. Antioxid. Redox Signal..

[35] Stehling O., Lill R. (2013). The role of mitochondria in cellular iron-sulfur protein biogenesis: Mechanisms, connected processes, and diseases. Cold Spring Harbor Perspect. Biol..

[36] Rennie M.J., Tipton K.D. (2000). Protein and amino acid metabolism during and after exercise and the effects of nutrition. Annu. Rev. Nutr..

[37] Mourtzakis M., Saltin B., Graham T., Pilegaard H. (2006). Carbohydrate metabolism during prolonged exercise and recovery: Interactions between pyruvate dehydrogenase, fatty acids, and amino acids. J. Appl. Physiol. (1985).

[38] Jäger R., Kerksick C.M., Campbell B.I., Cribb P.J., Wells S.D., Skwiat T.M., Purpura M., Ziegenfuss T.N., Ferrando A.A., Arent S.M. (2017). International Society of Sports Nutrition Position Stand: Protein and exercise. J. Int. Soc. Sports Nutr..

[39] Kamei Y., Hatazawa Y., Uchitomi R., Yoshimura R., Miura S. (2020). Regulation of Skeletal Muscle Function by Amino Acids. Nutrients.

[40] Smith R.L., Soeters M.R., Wüst R.C.I., Houtkooper R.H. (2018). Metabolic Flexibility as an Adaptation to Energy Resources and Requirements in Health and Disease. Endocr. Rev..

[41] Srisawat K., Shepherd S.O., Lisboa P.J., Burniston J.G. (2017). A Systematic Review and Meta-Analysis of Proteomics Literature on the Response of Human Skeletal Muscle to Obesity/Type 2 Diabetes Mellitus (T2DM) Versus Exercise Training. Proteomes.

[42] Civitarese A.E., Smith S.R., Ravussin E. (2007). Diet, energy metabolism and mitochondrial biogenesis. Curr. Opin. Clin. Nutr. Metab. Care.

[43] Radak Z., Zhao Z., Koltai E., Ohno H., Atalay M. (2013). Oxygen consumption and usage during physical exercise: The balance between oxidative stress and ROS-dependent adaptive signaling. Antioxid. Redox Signal..

How the deposited data were processed for this re-analysis (not part of the article)

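Livers of 24 zebrafish were analysed, 6 in each of the NF-control, OF-control, NF-training and OF-training groups, with 3 females and 3 males in every group. Groups, sex and replicate numbers were taken from the sample labels and the paper. Fish were kept in groups of 6 per tank. The paper's text does not name the tank of each fish, so differences between tanks could not be examined. As each group also held 6 fish, a group may have been a single tank. Any difference between groups may then include a difference between tanks. The authors sequenced the RNA on a BGISEQ-500, checked the reads with FastQC, removed low-quality reads with trim_galore, aligned the rest to the zebrafish genome GRCz11 and counted them with Kallisto. They deposited estimated counts per gene, not scaled for library size, and TPM, transcripts scaled for length and to a sum of 1000000 per fish. How transcripts were summed to genes is not named in the paper's text. The genes carry Ensembl identifiers, 29201 of 32520 with a symbol, and no pair of fish had identical values.
The depth was even, between 19315642 and 21399321 estimated counts per fish. Vitellogenin took up to 74.5% of the counts of a female, which leaves fewer counts for other genes and limits the precision for genes with few counts. Estimated counts were rounded to whole numbers. Genes were kept with edgeR's filterByExpr by group (minimum count 10), which left 16223 genes, and libraries were scaled with TMM. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. edgeR's quasi-likelihood test was applied to contrasts of a model with group and sex over the 24 fish, namely NF-training against NF-control, OF-control against NF-control, OF-training against OF-control, the interaction of training and feeding, and male against female. The interactions with sex used the 8 cells of group and sex. P-values were adjusted by the Benjamini-Hochberg method and compared with 0.05. The standard error of a log2 fold change was computed as its size divided by the square root of edgeR's F.
Gene sets were tested with fgsea on all genes ranked by limma voom's moderated t statistic from the same model, with sets of 10 to 500 genes and adjustment over the 24 sets of a comparison. The Gene Ontology annotation of the paper was not used here. In its place, sets were listed by patterns of gene symbols, fixed before the data were examined. The score of a set in a fish is the mean over its genes of log2 CPM (prior count 2) after centring each gene over the 24 fish, tested with an exact two-sided permutation of group labels within sex (400 arrangements). Genes named in the text were chosen by a rule fixed in advance, namely the 5 genes higher and the 5 lower with the smallest adjusted p under 0.05 and the same sign in both sexes, the 3 most expressed members of each gene set, and 3 female liver markers. Some of the genes this rule selects are not reported here. Departing from that rule, no members are named for the gene sets that stand for terms named only in a figure legend, a choice made after the data were seen. No coordinates are given, as a genome of the authors' build was not used here.
The steps were tested on simulated data with changes put into the counts. edgeR recovered 34 of 100 genes changed 2-fold and 82 of 98 changed 4-fold, and 2 of the 118 genes it called had not been changed. A gene set shifted by 0.5 on the log2 scale had an NES of 4.03 and an exact permutation p of 0.005, and 0 of 24 sets passed in a contrast with no change put in. Each gene was simulated independently, while the genes of real sets vary together (mean correlation 0.355 for OXPHOS subunits). The simulation therefore cannot show how often such sets pass without a change, or the power of the score test for them.
Alternatives covered the sex covariate, a block for the replicate number, the 12 fish of a comparison alone, DESeq2, limma voom, scaling by library size alone, no filter or a mean of at least 10 counts, leaving out vitellogenin, TPM with pseudocounts of 1 and 0.1, each sex alone, cell means over the sexes, 2 other rankings, camera, and each fish left out in turn. Added after the data were seen were the removal of each fish's trend with transcript length, taken from the ratio of counts to TPM, the removal of that trend and a trend with expression level, and the vitellogenin share as a covariate. The muscle metabolites, swim speed, body weight and blood glucose of the paper were not analysed here.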

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

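In this part, the comparisons with other splits of the fish and the tests of transcript length for the ribosomal proteins were set down only after their results were seen. The other tests were set down before.
The difference between the sexes in the response of OXPHOS genes to overfeeding was 0.488 on the log2 scale, with scores 0.433 higher in overfed males and -0.055 in overfed females (n = 3 fish per sex and group, exact permutation test, p = 0.025, or 0.18 after adjustment over 24 gene sets). With 1 fish left out in turn the difference lay between 0.412 and 0.551, so it does not rest on a single fish. With each fish's trend with transcript length removed, it was 0.474 (exact p = 0.015), and with DESeq2's size factors 0.462 (exact p = 0.03). With library size alone it was 0.51, with an exact p of 0.2. The p depended on the scaling while the size of the difference hardly changed, so this does not show the normalization to be its source. As the difference did not pass after adjustment over the sets, a difference between males and females in their response to the diet remains a hypothesis.
Cytosolic ribosomal protein genes had an NES of 3.71 between OF-training and OF-control fish, a comparison the paper does not report, with 79 of 80 genes higher. The score differed by 0.333 (exact permutation test, p = 0.015, or 0.3 after adjustment over the 24 sets). An NES as large came from 2 of 32 splits that part every same-numbered pair and from 3 of 61 sex-balanced splits. The NES was 3.58 with each fish's length trend removed and 2.76 with the expression trend removed as well, so neither trend explains it in full. The genes of this set vary together between fish, with a mean correlation of 0.887, and camera gave an adjusted p of 0.837, the highest of a range that starts at 2.83e-51. The sex-balanced splits gave as large a value in under 5% of cases and those that part the pairs in more, but most of the latter are not balanced for sex, as same-numbered overfed fish are of opposite sex. As the score did not pass after adjustment over the sets, a chance division of the fish is not excluded.
Muscle transcripts stood out in 1 male, OF-training replicate 6, where actc1b reached 75.4 CPM against at most 8.16 CPM in any other fish, MYL1 20.4 against 2.59 and ckma 16.3 against 2.77. Of 36 other muscle marker genes, 20 had their highest value in this fish, and no other fish had more than 2. Muscle tissue carried over at dissection is a candidate source. The markers summed to 1590 CPM there and to 1600 CPM in NF-control replicate 5, so the signal lies in the less expressed markers. No biological explanation was tested.
TMOD3, 1 of the genes lower after training, had a log2 CPM of -1.47 in NF-training replicate 2, far from the -0.56 of the nearest other fish of its group (gap over range 0.723). Without the added prior count this was 0.278 CPM. The lowest TMOD3 count of any fish was 3, so the value lies near the floor of the counts. Among 37 groups of 6 fish examined, 1 lay beyond Dixon's critical value, where about 1.9 are expected by chance. No technical or biological explanation was tested for this fish. These groups did not cover every measure, and values seen later set other fish apart. NF-training replicate 3 had -93.33 on principal component 3 (next lowest -36.45) and a cell cycle score of 1.63 (next highest 0.74). Its vitellogenin share was the lowest of the females. NF-control replicate 4, a control in both main comparisons, had an intestine marker score of 3.58 (next highest 0.95). Without the former 20 genes passed for training and without the latter 8, in place of 28. No cause was tested.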

How the results depend on the processing

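In this part, the alternatives that remove trends with transcript length or add the vitellogenin share were chosen after the data were seen, and the others before. Where a value changed, the cause was not tested, unless stated.
The number of genes changed by training (28) varied most with the model. It was 0 without the sex covariate, 2 with only the 12 fish compared, 3 with library size alone, 0 in females and 7 in males, and it was 160 with DESeq2, 52 with a mean of at least 10 counts, 74 with log2(TPM + 1) and 60 with log2(TPM + 0.1). At an unadjusted p under 0.05 there were 1166 genes without the sex covariate and 1190 in females. With 1 fish left out in turn it ran from 2 to 50. DESeq2 called all 28 genes, limma voom 27 of them and the replicate block 18. For overfeeding the count of 0 (1830 at an unadjusted p under 0.05) became 2 with the replicate block, 77 with DESeq2, 7 without a filter on low counts and 1 with either TPM setting, and ran from 0 to 2 with 1 fish left out. For training in overfed fish the single gene became 8 with DESeq2 and 4 with no filter or a mean of at least 10 counts. It became 0 without the sex covariate, with the replicate block, with only the 12 fish compared, with limma voom, in females, with cell means over the sexes and with the vitellogenin share as a covariate (494, 870, 1014, 736, 292, 871 and 834 genes at an unadjusted p under 0.05), and 0 to 1 with 1 fish left out. The sex count of 7426 became 14424 with library size alone, where the median log2 fold change of all genes moved to 1.44, and 668 in the NF-control fish alone. DESeq2 found 7 genes for training by sex and 17 for overfeeding by sex. Scaling by library size alone moved the median of all genes to -0.134 for overfeeding, -0.135 for training in overfed fish and -0.171 for the interaction of training and feeding. With log2(TPM + 0.1) that median was -0.141 for training, -0.101 for overfeeding and -0.173 for training in overfed fish, and with log2(TPM + 1) it was -0.104 for training in overfed fish. Log2 fold changes under these settings are relative to these medians.
Of 24 alternatives for each gene set result, the fits without 1 fish included, the direction and the side of the threshold were kept in 24 for chromatin, 21 for RNA processing, 18 for OXPHOS subunits, 17 for ATP synthase and glycolysis and 12 for the oxidative stress response after training. After overfeeding they were kept in 23 for translation, the immune response and the cell cycle and in 22 for OXPHOS subunits and mitochondrion organization. Camera, which uses the correlation between genes, gave adjusted p-values of 0.887 for OXPHOS subunits after training, 0.665 for ATP synthase and glycolysis, 0.503 for the oxidative stress response and 0.887 for RNA processing, and 0.375 for OXPHOS subunits, translation, mitochondrion organization and the immune response and 0.558 for the cell cycle after overfeeding. Chromatin and chromosome organization after training kept its direction and its adjusted p under 0.05 in camera (0.0171) and in every other setting tried. Over all alternatives the adjusted p after training ran from 1.5e-08 to 0.887 for OXPHOS subunits, from 0.0014 to 0.665 for ATP synthase and glycolysis, from 0.000696 to 0.829 for the oxidative stress response, from 1.79e-14 to 0.0171 for chromatin and from 5.9e-14 to 0.887 for RNA processing. After overfeeding it ran from 9.1e-32 to 0.457 for OXPHOS subunits, from 8.91e-41 to 0.375 for translation, from 5.92e-25 to 0.877 for mitochondrion organization, from 5.71e-22 to 0.375 for the immune response and from 4.9e-16 to 0.558 for the cell cycle. Ranked by log2 fold change, the NES after training was 1.25 for OXPHOS subunits, 1.35 for ATP synthase and glycolysis, 1.27 for the oxidative stress response and -1.29 for RNA processing, none past an adjusted p of 0.05. In females these were 1.24, 1.41, 0.82 and -1.11. The oxidative stress response had an NES of 1.34 with library size alone, 1.29 without the sex covariate, 1.31 with edgeR's signed root F, 1.43 with the length trend removed and 1.34 with length and expression trends removed. ATP synthase and glycolysis had 1.35 and 1.26 under the last settings, and OXPHOS subunits 1.2 with both trends removed. With 1 fish left out, the NES ran from 1.23 to 2.34 for OXPHOS subunits, from 1.34 to 1.79 for ATP synthase and glycolysis and from 1.28 to 1.74 for the oxidative stress response. After overfeeding, the NES in females was -1.09 for OXPHOS subunits, 0.88 for mitochondrion organization and -0.65 for energy metabolism.
The score differences after training of ATP synthase and glycolysis (0.178, exact p = 0.03) and the oxidative stress response (0.105, exact p = 0.035) were 0.163 (p = 0.585) and 0.096 (p = 0.695) with library size alone, and had permutation p-values of 0.0693 and 0.188 when labels were exchanged without regard to sex. Score differences for overfeeding reversed in females, to -0.055 for OXPHOS subunits and -0.003 for energy metabolism. For training the score of glycogen metabolism was -0.079 in females and that of ribosome and ribonucleoprotein biogenesis 0.021 in males. In overfed fish the OXPHOS score difference was -0.088 with library size alone and -0.098 in males.
Among the sets outside the main text, the NES of glycogen metabolism after training (-0.82) reversed to 1.02 with library size alone, 0.75 ranked by log2 fold change, 0.90 with the replicate block and 1.31 in males, turned positive in camera (adjusted p = 0.965, with a range of 0.0791 to 1 over the alternatives) and ran from -0.96 to 1.43 with 1 fish left out. Ribosome and ribonucleoprotein biogenesis had 0.50 in males. Its NES ran from -2.82 to -1.03 with 1 fish left out, with an adjusted p of up to 0.452. For the electron transport chain the NES then ran from 1.02 to 2.17, with an adjusted p of up to 0.536. Each of these 2 sets lost the threshold in 2 of 12 such fits. OXPHOS subunits in overfed trained fish (1.7) had -0.91 with library size alone, -0.63 with the length trend removed, -1.23 with both trends removed and -1.77 in males.
Of the single genes, hnrnpc (log2 fold change 0 after training) changed sign most often, at 0 with DESeq2, no filter, cell means and only the 12 fish compared, 0.01 with a mean of at least 10 counts and with the length trend removed, 0.02 with the replicate block, 0.03 without the sex covariate, 0.07 with limma voom, 0.08 in males and 0.15 with library size alone. After training, with either TPM setting, the log2 fold changes were -0.07 for ATP5F1A, -0.09 for ATP5F1B, -0.05 for CAT, -0.07 for NAP1L1, -0.05 for atp5mc3b and -0.08 for pabpc1a. In females they were -0.19 for ATP5F1B and -0.03 for CAT. In males they were -0.01 for NAP1L1, -0.05 for atp5mc3b, 0.13 for npm1a and -0.03 for pabpc1a. After overfeeding, with library size alone the values were -0.05 for CDC27, -0.15 for ROMO1, -0.03 for RPLP0, -0.04 for VDAC3 and -0.01 for eef1a1l1. With TPM they were -0.05 and -0.07 for CDC27, -0.07 for ROMO1, -0.03 for RPLP0 and 0 for eef1a1l1. In females ATP5F1A and ATP5F1B had -0.07 and CDC27 -0.21, and in males ROMO1 had -0.14, RPLP0 -0.03 and SPC25 0.01. With 1 fish left out in turn, the log2 fold change after training ran from -0.14 to 0.16 for hnrnpc, from 0 to 0.18 for ATP5F1B, from -0.07 to 0.34 for DDX5, from -0.03 to 0.22 for NAP1L1, from -0.01 to 0.29 for atp5mc3b and from -0.01 to 0.27 for pabpc1a. After overfeeding it ran from -0.01 to 0.15 for RPLP0, from -0.41 to 0.04 for c3a.1 and from -0.06 to 0.09 for ROMO1. Each of these genes had an adjusted p above 0.05 as reported. Among the other values of single genes and sets outside the main results, 80 became weaker and 3 stronger, and 708 kept their direction and their side of the threshold.
Fish with the same number in different groups are different animals, and their mean correlation after removing group and sex was 0.096 for training, -0.055 for overfeeding and 0.039 for training in overfed fish, so the number gives no reason for a block. With such a block, 23 genes passed for training. Depth limits the genes with few counts, and of the 28 training genes 23 had a mean log2 CPM under 2.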

Differences from the paper's values

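The paper's NES values were read by eye from its bars, and the error set beside them is a jackknife standard error from the fits that each left out 1 fish. Of 16 terms compared, 15 had the same sign. Those counted as different are 3 that differed by more than this error and 1, the energy reserve term, that differed in sign but by less than its error. The gene sets are not the paper's Gene Ontology terms.
For ATP metabolism after training, the NES of ATP synthase and glycolysis was 1.48 (standard error 0.41) against the paper's value of about 2.3 in Fig. 5A, read by eye. None of the alternatives set before the data were examined came within this error of the paper's value, with values between 1.34 and 1.79.
For the energy reserve term after training, the NES of glycogen metabolism was -0.82 (standard error 2.87) against the paper's value of about 1.9 in Fig. 5A, read by eye. The value was positive and within the error with genes ranked by log2 fold change (0.75), with library size alone (1.02), with a block for the replicate number (0.90), in males alone (1.31), and without NF-control replicates 1 to 5 or NF-training replicates 3 and 6 (0.65 to 1.43). It stayed negative with edgeR's signed root F (-0.70), without the sex covariate (-0.58), without a filter (-0.84), in females alone (-1.30) and with the other 5 fish left out in turn.
For translation after overfeeding, the NES was 2.98 (standard error 0.54) against the paper's value of about 2.4 in Fig. 5B, read by eye. It came within this error of the paper's value with genes ranked by log2 fold change (2.26), library size alone (2.92) and no sex covariate (2.78). The same held in females alone (2.63), males alone (2.77), and without NF-control replicates 1 and 4 or OF-control replicates 2, 5 and 6 (2.72 to 2.88). It stayed outside with edgeR's signed root F (2.99), the replicate block (3.12), no filter (3.18) and the other 7 fish left out in turn. Some of these moves were small, as from 2.98 to 2.92, and do not explain the difference.
For the immune response after overfeeding, the NES was -2.48 (standard error 0.56) against the paper's value of about -1.9 in Fig. 5B, read by eye. It came within this error of the paper's value with genes ranked by log2 fold change (-2.13), edgeR's signed root F (-2.31) and library size alone (-1.91). The same held with no sex covariate (-2.37), the replicate block (-2.44), females alone (-1.58), and without NF-control replicates 1, 4 and 6 or OF-control replicates 3 to 6 (-2.41 to -2.15). It stayed outside with no filter (-2.54), in males alone (-2.47) and with the other 5 fish left out in turn. Some of these moves were small, as from -2.48 to -2.44, and do not explain the difference.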

Other observations

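In this part, only the count of training genes that moved the same way in overfed fish was set down before its result was seen. All other tests were set down after.
Other divisions of the same fish were used to ask how often a result as large arises without the treatment. For each comparison, all 32 divisions that part every same-numbered pair were used, and 61 of those with 3 females and 3 males on each side, namely the real one and others drawn at random. The real division is counted in both. For overfeeding and for training in overfed fish, same-numbered fish are of opposite sex, so most of the 32 divisions are not balanced for sex. The 28 genes changed by training were matched in 1 of 32 and 1 of 61 divisions, and the most genes in another division were 1 and 5. The 1806 genes with an unadjusted p under 0.05 after training were matched in 1 of 32 and 10 of 61 divisions, so the number of such genes alone may be due to a chance division. No gene passed for overfeeding, so that 32 of 32 and 61 of 61 divisions gave as many, and the 1830 genes with an unadjusted p under 0.05 were matched in 5 of 32 and 5 of 61. The single gene that passed for training in overfed fish was matched in number in 2 of 32 and 1 of 61. The 7426 genes that differed between the sexes were matched in 1 of 100 divisions. Genes with an unadjusted p under 0.05 were as many in 32 of 61 divisions for the interaction of training and feeding, in 26 of 61 for training and sex and in 27 of 61 for overfeeding and sex.
For gene sets, the NES of chromatin and chromosome organization after training was matched in 1 of 32 and 1 of 61 divisions. The NES of OXPHOS subunits after training was matched in 10 of 32 and 25 of 61, that of ATP synthase and glycolysis in 11 of 32 and 13 of 61, that of the oxidative stress response in 9 of 32 and 14 of 61, and that of RNA processing and splicing in 4 of 32 and 18 of 61. After overfeeding, OXPHOS subunits were matched in 1 of 32 and 10 of 61, translation in 2 of 32 and 11 of 61, mitochondrion organization in 5 of 32 and 11 of 61, the immune response in 3 of 32 and 11 of 61, and the cell cycle in 8 of 32 and 11 of 61. For training in overfed fish, OXPHOS subunits had an NES of 1.7, matched in 21 of 32 and 34 of 61. A chance division of the fish therefore remains a candidate explanation for the gene set results named here. For chromatin after training no other division gave as large an NES as -2.21, but some came close (-2.106 and -2.175), and the score of this set had an exact permutation p of 0.125, so chance is not excluded there either.
Sets whose genes vary together between fish may reach large scores more easily. Across the 24 sets, the mean correlation between the genes of a set and the spread of its NES over the other 31 divisions for training had a Spearman rho of 0.73 and a Pearson r of 0.703 (permutation p = 1e-04 for rho and 0.00019 for r). Without the 2 sets farthest from the median, r was 0.582. The sets share genes and are not independent. The mean correlation was 0.355 for OXPHOS subunits and 0.009 for chromatin and chromosome organization, against 7e-04 for pairs of 300 random genes.
Transcript length was examined because the 25 genes lowered by training are long, with a median at the 72.7th percentile of all genes, which 45 of 10000 random lists matched for expression reached. OXPHOS subunits lie at the 5th percentile. With each fish's trend with length removed, 21 of the 28 training genes were still called. The trends removed were small, with correlations from -0.113 to 0.116, so this test has little power to exclude length for genes with large changes. The NES of OXPHOS subunits was then 1.43 after training, 2.70 after overfeeding and -0.63 after training in overfed fish, and that of chromatin and chromosome organization was -2.14. With a trend with expression level removed as well, these were 1.2, 2.53, -1.23 and -2.07. The OXPHOS result of training no longer passed an adjusted p of 0.05 with both trends removed, so it may depend in part on transcript length and expression level. The results for overfeeding and for chromatin passed with both trends removed.
With the vitellogenin share of each fish as a covariate, 20 of the 28 genes changed by training were called, which does not point to vitellogenin as their cause. The vitellogenin share of trained minus untrained females was -5.5 percentage points (n = 6 per group, exact permutation test, p = 0.545), and no difference was shown.
All 28 genes changed by training in normal-fed fish moved in the same direction in overfed fish. These fish are not part of the comparison that chose the genes, but they are part of the model it was fitted in. As many of them moved 1 way in 4 of 32 divisions of the overfed fish that part the pairs, above 5% of them, and in 3 of 61 sex-balanced divisions, just under 5%, so this count alone does not settle whether it arose by chance. Their mean shift was 0.691 on the log2 scale in the real division, at most 0.588 in the others that part the pairs and at most 0.622 in the other sex-balanced ones, a comparison added to the count. In the normal-fed fish, where these genes were chosen, their mean shift was 1.417. Only 1 of the 28 also passed an adjusted p of 0.05 in edgeR in overfed fish. The direction of their response to training may be shared by both feeding groups, while a response of equal size was not shown.
The 13 mitochondrially encoded subunit genes were higher after training (NES 2.42, score difference 0.296, exact permutation p = 0.02) and after overfeeding (NES 2.24, score difference 0.306, exact permutation p = 0.005, the smallest the test allows). After adjustment over 24 sets these became 0.28 and 0.12, and the scores of 6 of 6 fish lay above the control median in both. An NES as large was found in 1 of 32 and 2 of 61 divisions for training and in 5 of 32 and 5 of 61 for overfeeding. Camera gave an adjusted p of 0.503 for training and 0.375 for overfeeding, the highest of ranges that start at 2.23e-09 and 1.08e-06. Between OF-training and OF-control fish there was little difference (NES 0.83, score difference 0.027, exact permutation p = 0.765). The differences after training and after overfeeding use the same 6 NF-control fish and are not independent. Mean scores were -0.234 in NF-control, 0.062 in NF-training, 0.072 in OF-control and 0.1 in OF-training fish. A low NF-control group alone would give both differences. A rise of mitochondrial transcripts with training in normal-fed fish remains a hypothesis that fails the adjustment over the sets and was not seen in overfed fish.
Clock genes were lower in the NF-training than in the NF-control group (NES -1.75, score difference -0.233, exact permutation p = 0.05, or 0.3 after adjustment). A different time of day at sampling would move the activators (bmal, clock and npas2 genes) and the genes they drive in opposite directions. The mean log2 fold change was -0.31 for 6 activators and -0.26 for 14 driven genes. These share a sign, which is not the pattern of a shift in sampling time. No error was computed for these means, so such a shift is not excluded. After overfeeding (NES -1.74, score difference -0.175, exact permutation p = 0.115) the means were 0.21 for the activators and -0.22 for the driven genes. These have opposite signs, so a different sampling time of the OF-control and NF-control fish remains a candidate explanation there. The clock results share the NF-control fish as well and are not independent. Mean clock scores were 0.131 in NF-control, -0.102 in NF-training, -0.044 in OF-control and 0.014 in OF-training fish.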
